# Targeting Bruton tyrosine kinase with acalabrutinib attenuates murine sclerodermatous chronic graft versus host disease

**DOI:** 10.3389/fimmu.2026.1843217

**Published:** 2026-06-11

**Authors:** Vasantharaja Raguraman, Miranda Mysinger, Mohit Verma, Shanid Mohiyuddin, Nashwan Jabbour, Melissa Kesler, Trupti Joshi, Senthilnathan Palaniyandi, Gerhard C. Hildebrandt

**Keywords:** Bruton tyrosine kinase, chronic graft-versus-host disease, fibrosis, inflammation, mast cells

## Abstract

**Background:**

Allogeneic hematopoietic stem cell transplantation (allo-HSCT) is considered the only curative option for certain malignant hematopoietic disorders, yet its benefits are limited by the development of graft-versus-host disease (GVHD). Chronic GVHD (cGVHD) is often characterized by chronic inflammation and fibrosis, propagated by alloreactive donor B- and T-cell involvement. Bruton tyrosine kinase (BTK) is the downstream effector in the B-cell receptor signaling pathway and further has a crucial role in mast cell activation, both of which are critical in the pathogenesis of cGVHD. Selective inhibition of BTK may be beneficial in ameliorating cGVHD pathogenesis. In this study, we evaluated the efficiency of acalabrutinib, a highly selective Bruton tyrosine kinase inhibitor, using a murine sclerodermatous cGVHD model.

**Methods:**

Recipient BALB/c mice received total body irradiation (800cGy), followed by infusion of bone marrow and splenocytes of either syngeneic (BALB/c) or allogeneic (B10.D2) mice, and were subsequently treated with acalabrutinib or control starting three weeks after HSCT until the end of week 8. Mice were monitored for clinical signs of GVHD, survival, organ pathology of skin and other organs, and inflammatory mediator expression in serum and skin. RNA sequencing and immunohistochemistry were performed in skin to understand the pharmacological mechanisms of BTK inhibition in sclerodermatous cGVHD.

**Results:**

Acalabrutinib treatment showed better survival, improved clinical cGVHD scores, and reduced skin pathology. Significant reductions in dermal thickness and skin fibrosis, and mast cell numbers in the acalabrutinib-treated group. *In vitro*, experiments on mast cell activation show that increased pro-inflammatory chemokines CCL2, CCL3, and CCL4 were effectively inhibited by acalabrutinib in a dose-dependent manner. Chemokine analysis from serum samples revealed significant differences in CXCL10, CXCL13, and CCL22 levels compared to the allogeneic control group. Furthermore, the acalabrutinib treatment showed decreased B220^+^ cells and CD3 infiltration in the skin. RNA-seq analysis of skin identified genes associated with keratinization that were downregulated with acalabrutinib treatment.

**Conclusion:**

Our results demonstrate that specific inhibition of BTK with acalabrutinib has a potentially beneficial role in ameliorating sclerodermatous cGVHD by improving the survival and clinical benefits and warrants further investigation in patients with cGVHD.

## 1 Introduction

Allogeneic hematopoietic stem cell transplantation (allo-HSCT) is a beneficial treatment option for patients with hematopoietic disorders. The advantageous outcomes are limited by the complication of graft-versus-host disease (GVHD) that occurs after allo-HSCT in up to 50% of patients, with high mortality and morbidity (1). The onset of GVHD can be classified into acute GVHD (aGVHD) and chronic GVHD (cGVHD), where aGVHD typically occurs within the first few months after allogeneic transplantation, affecting major organs such as skin, gastrointestinal tract, and liver (2). The pathophysiology of cGVHD is complex and not completely understood, and it is a major cause of morbidity and mortality with cumulative incidences ranging from 20-77%. cGVHD not only presents more like a chronic disease but also affects overall patient survival (3). Initially, cGVHD is thought of as T cell-mediated, but growing evidence suggests the role of B cells in the development and progression of the disease (4, 5). In this context, targeting B-cell-mediated therapies has been shown to be beneficial for preventing and treating cGVHD.

Bruton’s tyrosine kinase (BTK), a member of the TEC kinase family required for B cell receptor signaling (BCR) signaling, plays a major role in B cell survival, proliferation, development, and differentiation (2). Activation of BCR signaling involves BTK, which is crucial for the phosphorylation and activation of downstream effectors required for the development of cGVHD (2, 6). Given the beneficial effects of tyrosine kinase inhibitors, ibrutinib, a covalent inhibitor targeting BTK and ITK, has been approved by the FDA for the treatment of cGVHD (6). However, due to the off-target toxicities of ibrutinib, developing a second-generation and highly specific BTK inhibitor might contribute to improved benefits. Acalabrutinib irreversibly binds to Cys481, exhibiting improved selectivity and target engagement compared to ibrutinib in chronic lymphocytic leukemia patients. *In vitro* studies on primary human CLL cells showed acalabrutinib at greater selectivity for BTK across cysteine-containing kinases, and unlike ibrutinib did not inhibit EGFR, ITK, or TEC (7–10). BTK is an essential component of FcϵRI signaling in mast cells, which initiates a signaling cascade that involves mast cell activation and degranulation associated with cGVHD. We previously reported that mast cells are associated with fibrosis, which can be targetable for preventive and therapeutic interventions in cGVHD model, which, *in vitro*, were a target for ibrutinib as well (11).

Here, we hypothesize to examine the effects of Acalabrutinib, a second-generation BTK inhibitor for treating cGHVD in murine models after allo-HSCT. In this study, we used a well-established mouse model for sclerodermatous cGVHD after allo-HSCT to determine whether specific BTK inhibition using acalabrutinib is beneficial in reducing fibrosis and mast cells effector functions for the treatment of cGVHD.

## 2 Materials and methods

### 2.1 Animals

Animal strains BALB/cJ and B10.D2 mice were purchased from Jackson Laboratories, Bar Harbor, ME, USA, and approved by the University of Kentucky Institutional Animal Care and Use Committee and the Department of Laboratory Animal Resources. In this study, female mice of 9–12 weeks of age were used for transplant experiments. BTK inhibitor acalabrutinib was provided by AstraZeneca.

### 2.2 *In-vitro* study

Mast cells were generated ex vivo from bone marrow cells of BALB/cJ strain and cultured in DMEM media (12-604F, Lonza, Basel, Switzerland) with 10% heat-inactivated fetal bovine serum (35-011-CV, Corning Inc., Corning, NY) and 1% penicillin/streptomycin (120-095-721EA, Quality Biological, Gaithersburg, MD) at 37 °C with 5% CO2, in a humidified incubator. The suspension cells were transferred to a new flask after 24h in the presence of 10 ng/ml recombinant murine IL-3 (213-13, Peprotech, Rocky Hill, NJ) and passaged twice every week. The phenotype of the mast cells was confirmed by flow cytometry after 4–6 weeks. For the mast cell stimulation experiments, cells were incubated overnight with 100 ng/ml murine monoclonal anti-DNP IgE, clone SPE-7 (D8406, RRID: AB259249, Millipore-Sigma, St. Louis, MO) and washed twice to remove unbound IgE. Then, mast cells were stimulated by adding 10 ng/ml IL-33 and/or 100 ng/ml DNP-BSA along with drug treatments (acalabrutinib and ibrutinib or vehicle control) for 24 h at 37 °C, 5% CO2, in a humidified incubator. The cell supernatant was collected by centrifugation and stored at -80 °C for further analysis.

### 2.3 Transplant experiments

The sclerodermatous cGVHD murine model consisted of allo-HSCT across minor mismatches using B10.D2 to BALB/cJ. Following conditioning with total body irradiation (800cGy) of split dose using a cesium irradiator, recipients BALB/cJ received an infusion of 8 million bone marrow and 25 million splenocytes of either syngeneic (BALB/cJ) or allogeneic (B10.D2) hematopoietic cells. The mice were subsequently treated orally using oral gavage with acalabrutinib 25 mg/kg or placebo from week 3 to week 8. Mice were monitored for survival, scored weekly for clinical symptomology of GVHD, and euthanized on week 8 for analysis. Organs, including skin, lung, liver, colon, and small intestine, were collected in formaldehyde and transferred to 70% ethanol. Tissues were processed, embedded in paraffin blocks, and sectioned at 5-micron thickness for further analysis.

### 2.4 GVHD scoring

Recipient BALB/cJ mice were monitored daily for survival, and clinical GVHD was evaluated weekly in a blinded manner using a composite clinical scoring system based on five parameters as described (12). The severity and progression of GVHD were calculated using the clinical score index, in which each mouse received a score of 0 to 2 for each parameter, with a maximum score of 10.

### 2.5 Histology and analysis

Hematoxylin and eosin (H&E) stains were performed at the University of Kentucky Surgical Pathology core and assessed by a pathologist in a blinded fashion. Masson’s trichrome staining was performed to assess the dermal thickness of the tissues according to the manufacturer’s protocol (26367-Series, Electron Microscopy Sciences, Hatfield, PA). Trichrome slides were imaged using Evos M7000 microscopy (Thermoscientific, USA), and dermal thickness was measured using the ruler tool across 10–20 regions within the skin tissue images. Toluidine blue and Texas red staining were performed based on our previous reports (11). Images were captured using an Evos M7000 (Thermofisher Scientific, USA), and the number of positive cells was counted per high-power field.

### 2.6 Immunohistochemistry and immunofluorescence staining

The formalin-fixed paraffin sections were deparaffinized by incubation overnight at 60 °C in an oven, followed by dehydration in xylene, ethanol series (100%, 90%, 70%, 50%, and 30%), and subjected to antigen retrieval using citrate buffer. After retrieval, sections were washed in phosphate-buffered saline (PBS) and were blocked for 1h in goat serum, followed by incubation with respective primary antibodies for B220 (14-0452-82, Thermo Fisher Scientific, Waltham, MA) and CD3 (99940S, Cell Signaling Technology). After incubation with the primary antibody, slides were washed in PBST, followed by incubation with a secondary antibody depending on the primary antibody used. The sections were developed using a DAB substrate (Dako, Carpinteria, CA), counterstained with hematoxylin, and mounted with aqueous media. For Immunofluorescence staining, tissue sections were permeabilized and blocked (0.2% Triton X-100 in PBST, 1% BSA, and 10% normal horse serum) for 1 h at room temperature (RT). Then, slides were incubated overnight at 4 °C with Pan Cytokeratin Monoclonal Antibody (53-9003-82, Thermo Fisher Scientific, USA) and mounted using a Vectashield Hard Set Antifade Mounting Medium with DAPI (H-1500-10; Vector Laboratories). Images were captured using an Evos M7000 (Thermofisher Scientific, USA), and data were analyzed using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### 2.7 Measurement of cytokines and chemokines

The levels of TNF-α, IL-6, IFN-γ, IL-2, IL-4, IL-10, and IL-17α were determined in serum or cell supernatants by Mouse LEGENDplex MU Th17 Panel (741047, Biolegend) according to the manufacturer’s protocol. Measurement of chemokines in serum and supernatants from mast cell stimulation assays was analyzed with the LEGENDplex Mouse Proinflammatory Chemokine Panel (740007, Biolegend) per the manufacturer’s instructions, and values were normalized to the control. The samples were acquired using BD Biosciences LSRII flow cytometer (BD Biosciences) and analyzed using Biolegend LEGENDplex data analysis software.

### 2.8 RNA sequencing analysis

Whole skin from mice was used for total RNA extraction by RNeasy mini kit (74104, Qiagen) according to the manufacturer’s instructions. RNA concentration and quality were detected by Agilent 5200 fragment analyzer (Agilent Technologies, Inc., Santa Clara, CA, USA). Samples with RNA integrity more than 6.0 were used to construct RNA-Seq libraries using a poly A enrichment method and sequencing was performed using an Illumina NovaSeq 6000 platform. The quality assessment of initial raw RNA-Seq reads was executed through FastQC (Version 0.11.9), with subsequent consolidation of outcomes via the MultiQC tool (Version 1.11). The reads aligned to the reference Mus musculus (house mouse) genome (GRCm39.107) using HISAT2 (Version 2.2.1), resulting in a robust overall alignment rate of about ~95%. Further processing involved the conversion of the aligned files into sorted BAM files using Sam tools (Version 1.14). Notably, Cufflinks (Version 2.2.1) played a key role in generating gene expression abundance levels, which in turn furnished FPKM values. These FPKM values were pivotal for constructing PCA plots, enabling a comprehensive assessment of intrinsic differences among the samples. In our study, we employ Cufflink’s Cuffdiff tool to investigate the gene responses within a dataset comprising 16 samples. We conduct 4 distinct comparisons (AT_vs_AC, ST_vs_SC, AC_vs_SC, and AT_vs_ST), SC- syngeneic control, ST- syngeneic acalabrutinib treated, AC- Allogeneic control, AT- Acalabrutinib treated as meticulously examining alterations triggered by treating samples with Syn and Allogeneic with Control and Acalabrutinib groups. Our analysis homes in on genes displaying a minimum twofold change ensuring the robustness of our findings (supported by a q-value of <0.05). These stringent criteria facilitate the identification of differentially expressed genes (DEGs), providing insights into unique treatment responses. This meticulous approach enables us to precisely pinpoint the pivotal distinctions between treatments. The Cluster Profiler R package has been used to perform KEGG and GO enrichment analysis and to plot the results as dot plots.

### 2.9 Statistical analysis

Statistical analysis was done by the two-tailed independent t-test, one-way ANOVA, with a Tukey’s *post-hoc* multiple comparisons test, wherever appropriate, with P values ≤0.05 considered statistically significant. P value 0.01 to 0.05 = *, P value 0.001 to 0.01 = **, P value 0.0001 to 0.001 = ***, P value <0.0001 = ****, NS = not significant. All figures were prepared in GraphPad Prism version 9.0 software package (GraphPad, CA, USA).

## 3 Results

### 3.1 Acalabrutinib treatment improves survival, clinical outcomes, and reduces sclerodermatous cGVHD

In this study, we aimed to investigate the effects of acalabrutinib on sclerodermatous cGVHD utilizing our established cGVHD model depicted in **Figure 1A**. Syngeneic and allogeneic groups were treated with acalabrutinib or vehicle control and analyzed on day +56. Syngeneic groups served as a negative control that would not develop GVHD, and no deaths were observed, demonstrating tolerability and safety in the acalabrutinib syngeneic control group. Treatment with acalabrutinib in the allogeneic group showed better survival than in allogeneic controls (**Figure 1B**). The allogeneic group demonstrated a significant increase in GVHD score, depicting the progression of GVHD and a reduced survival rate. Treatment with acalabrutinib significantly reduced clinical GVHD scores and correlated with the survival benefits (**Figure 1C**). In this study, the B10.D2 to BALB/cJ model prominently displayed skin’s sclerodermatous cGVHD, which allowed us to assess the effect of acalabrutinib on skin fibrosis and inflammation. H&E staining results showed that the allogeneic control group has the highest pathology as scored by a pathologist in a blind fashion, demonstrating skin fibrosis and inflammation, which validates our sclerodermatous model. Treatment with the BTK inhibitor of the allogeneic group significantly reduced the skin pathology scores compared to the allogeneic control group (*P* = 0.002) (**Figure 1D**). There was no significant difference observed in the organ’s (lung, liver, small intestine, and colon) pathology compared to allogeneic controls (data not shown). The presence of dermal thickness as a characteristic of sclerodermatous cGVHD was assessed by Masson’s trichrome staining. A significant increase in dermal thickness was evident in the allogeneic control group, measured by the presence of a blue collagenous layer in the dermis compared to the syngeneic control group (**Figures 1E, F**). Treatment with acalabrutinib significantly reduced the dermal thickness in allogeneic recipients (*P* = 0.001) as evidenced by a thin blue collagenous layer, which displayed the effect of BTK on mitigating fibrosis.

**Figure 1:**
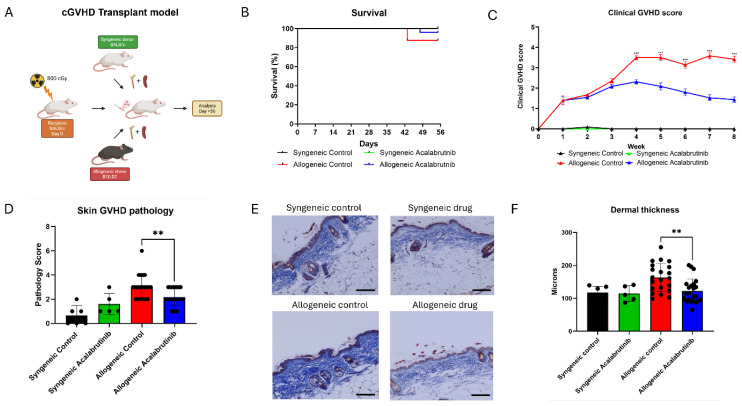
Acalabrutinib improves clinical outcomes and decreases sclerodermatous cGVHD after allogeneic HSCT **(A)** Schematic representation of cGVHD transplant model **(B)** Kaplan-Meier survival curve of syngeneic (n = 6), syn-acalabrutinib (n = 5), allogeneic (n = 21), allo- acalabrutinib (n = 23) groups after transplant. **(C)** Weekly GVHD scoring of groups after transplant. Error bars are the standard error of the mean (SEM). Clinical GVHD scores were calculated based on parameters including posture, mobility, skin, fur and weight loss **(D)** Skin pathology scores and **(E)** Representative images and quantification of Masson’s trichrome staining of skin from syngeneic (n = 6), syn-acalabrutinib (n = 5), allogeneic (n = 21), allo- acalabrutinib (n = 23) groups after transplant. Scale bar: 150 μm. **(F)** Quantification is the combination of data from two independent transplants. **P = 0.001–0.01, ***P = 0.0001–0.001.

### 3.2 Immune cell infiltration of the skin is ameliorated by acalabrutinib

The involvement of CD4^+^ T cells and B cells significantly mediates the pathogenesis of cGVHD via activation, antigen-presentations, and antibody-production, causing tissue damage and fibrosis (13). Given the inhibitory effect of acalabrutinib on BCR signaling, we aimed to determine whether BTK inhibition is beneficial in reducing inflammation and chemokine signaling in our model of sclerodermatous skin GVHD. Serum chemokine analysis showed significantly reduced levels of CXCL13, CXCL10, and CCL22 in allogeneic acalabrutinib treated groups (**Figures 2E–G**). These chemokines can be chemotactic for the recruitment of B lymphocytes, T-cells, and other effector cells that are implicated in cGVHD pathogenesis (14, 15). Further, we determined immune cell infiltration by immunohistochemistry analysis, which showed significantly reduced B220^+^ B cell infiltration in the skin of allogeneic acalabrutinib treated recipients (**Figures 2A, C**). These results suggest that acalabrutinib treatment reduced CXCL13, signaling chemotactic for B cells to the target sites of inflammation associated with reduced B cell infiltration. Interestingly, allogeneic recipients treated with acalabrutinib also demonstrated significantly reduced T-cell infiltration in the skin (**Figures 2B, D**), representing that cascade of T- and B-cell priming is essential for cGVHD pathogenesis.

**Figure 2:**
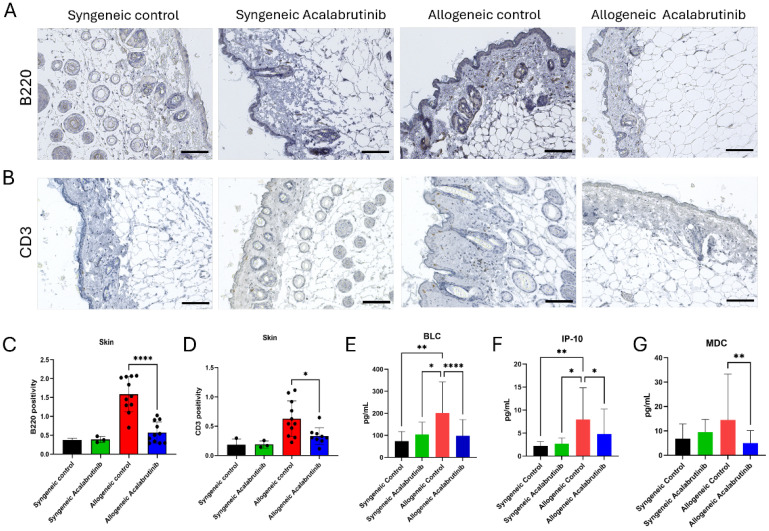
Immune infiltration and chemokine production are ameliorated by acalabrutinib treatment **(A)** Serum chemokine assays were analyzed after transplant using the LEGENDplex Inflammatory Chemokine Assay kit. **(B, C)** Representative images and quantification of B220^+^ staining of skin after transplant. **(D, E)** Representative images and quantification of CD3 staining of skin after transplant. Scale bar: 150 μm. Data were expressed as mean ± SD. *P = 0.01–0.05, **P = 0.001–0.01, ****P < 0.0001.

### 3.3 Acalabrutinib mitigates sclerodermatous cGVHD via targeting mast cells

Our previous studies have demonstrated that mast cells are critical mediators of fibrosis in cGVHD models of the skin (11). In this current study, we were interested in examining the effects of BTKi on mast cells *in vitro* and *in vivo*. Seven weeks after transplant, we used histochemical methods to analyze mast cells in the skin tissues. Toluidine blue staining revealed a low number of mast cells in the syngeneic and allogeneic acalabrutinib treated groups compared to the allogeneic control group (**Figures 3A, B**). In addition to confirming these findings obtained from toluidine blue staining, avidin staining was performed, conjugated to Texas red fluorophore stains of mast cells in a biotin-dependent manner. Avidin staining of skin tissues showed a similar correlation to that of toluidine staining, where a significant reduction in the mast cell numbers in the allogeneic acalabrutinib treated group compared to the allogeneic control group was observed (**Figures 3C, D**).

**Figure 3:**
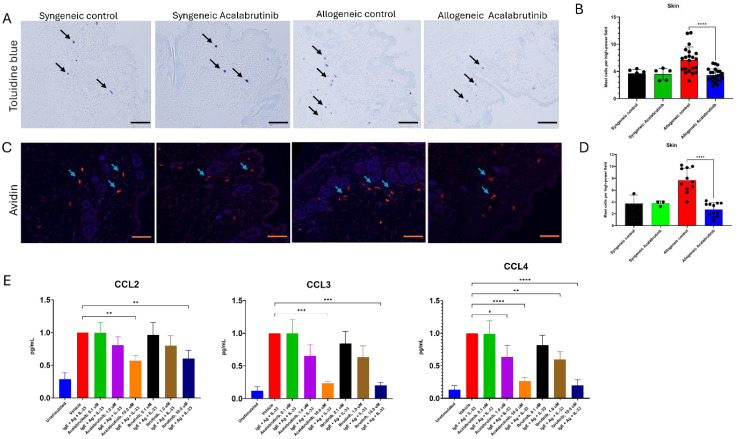
Mast cell infiltration in the dermal environment is mitigated by acalabrutinib treatment. **(A, B)** Representative images and quantification of toluidine blue-stained skin and mast cell counts of skin. **(C, D)** Representative images from avidin-stained skin (blue = DAPI, red = Avidin) and mast cell counts from the cGVHD model. Scale bar: 150 μm. **(E)** Mast cell mediated production of chemokines is inhibited by acalabrutinib. Hematopoietic cells were cultured with IL-3 for differentiation and sensitized with IgE for 24 h. The cells were stimulated with IL-33 for 24 h with inhibitors, collected supernatant and analyzed using the LEGENDplex inflammatory chemokine assay kit. Data were expressed as mean ± SD. *P = 0.01–0.05, **P = 0.001–0.01, ***P = 0.0001–0.001, ****P < 0.0001.

### 3.4 BTK inhibition suppressed mast cell-mediated chemokine production

We previously reported that mast cell-mediated chemokine production is critical in the pathogenesis of sclerodermatous GVHD (11). Here, we want to examine whether mast cells produced chemokines upon stimulation with IgE/antigen crosslinking or IgE/antigen + IL-33 were inhibited by acalabrutinib. *In vitro*, stimulation of murine mast cells demonstrated increased pro-inflammatory chemokines (CCL2, CCL3, and CCL4) that were effectively inhibited by both acalabrutinib and ibrutinib in a dose-dependent manner (**Figure 3E**). The over-expression of these chemokines in the skin of allogeneic recipients was associated with fibrosis development (11). The inhibition of this mast cell chemokine production by acalabrutinib was comparable to Ibrutinib, which is a clinically efficacious drug in treating cGVHD patients.

### 3.5 Transcriptomics analysis of cGVHD skin

RNA sequencing was performed to identify the regulatory genes associated with acalabrutinib treatment in the skin of GVHD mice. 

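Whole skin was sequenced at day 56 after transplantation, and 16 libraries were analysed. BALB/cJ recipients had been given syngeneic BALB/cJ or allogeneic B10.D2 bone marrow and splenocytes, and acalabrutinib (25 mg/kg) or vehicle was given from week 3 to week 8. The libraries fell into 2 sets by sequencing lane and by the FPKM table that holds them. Set 1 (lane 1) held 2 syngeneic control (SC), 2 syngeneic acalabrutinib (ST), 3 allogeneic control (AC) and 3 allogeneic acalabrutinib (AT) libraries. The allogeneic controls of set 1 carry the code AL (AL1 to AL3), which the key in the methods does not list, and were taken as AC because their treatment is given as vehicle. Set 2 (lane 3) held 6 libraries titled AC1 to AC6. Of these, AC2, AC5 and AC6 are titled as controls but list acalabrutinib as their treatment, so their condition is not settled and they were left out of the comparisons between conditions.
The authors prepared poly(A)-enriched libraries, aligned the reads to GRCm39 with HISAT2, and deposited the number of reads per gene without normalization and FPKM values from Cufflinks. The paper's text does not name the tool or the strand setting behind the counts. Between 4421393 and 6095349 reads per library were counted on genes in AC of set 1 (median 4801596), and between 3934303 and 6420197 in AT (median 4570221). The corresponding totals were 4739570 and 6657006 in SC, and 4876133 and 8096335 in ST. In set 2 they were 4057782 to 7699146 (median 6383824) in AC1, AC3 and AC4, and 6235588 to 7188695 (median 7132561) in AC2, AC5 and AC6. These totals were 2.78% to 4.24% of the reads in the tables, and 74.05% to 86.99% of reads were assigned to no gene.
In AL1, the 345 genes with an FPKM of at least 50 and no exon opposite them had a median count of 0.209% of the count computed from their FPKM. The 41 genes with an FPKM under 1 that lie opposite a gene at 50 or more had a median count of 52, against 0 for the 6445 such genes with no exon opposite. A count on a gene with an exon on the opposite strand can therefore belong to either gene. Opposite a strongly expressed gene, most of it may belong to that gene, so a test can measure the gene opposite the one it names. Single genes of this kind are named as such where they appear, but members of the tested sets are not. The FPKM columns after the first of each table ranked genes in another order than the counts did, so FPKM values were not used for comparisons between groups.
The counts of set 1 were fitted with edgeR's quasi-likelihood test in one model of the 4 groups, after TMM normalization and removal of genes with low counts. A differentially expressed gene (DEG) had an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. In counts simulated for AT vs AC, 200 of 13552 genes, all at or above the median expression, were changed by 2 or 3 on the log2 scale. This test recovered 83% of the genes changed by 3 and 38% of those changed by 2 (60.5% together), and 6 of its 127 calls were false. Smaller changes were not simulated. The simulated libraries shared the same mean profile apart from the changed genes, so recovery with a library that stands apart is not known. With both sizes together the test recovered 44.5% in AC vs SC (13626 genes), 33.5% in ST vs SC (13615 genes) and 40.5% in AT vs ST (13554 genes). A count of 0 in a library allowed up to 0.37 to 0.76 CPM (counts scaled to the library total), depending on its depth. Such floors, and the intervals given on counts, cover counting error only.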

Our results revealed that differentially expressed genes among the groups were demonstrated by a heatmap and as well as differentially expressed gene counts (DEG) (**Figures 4A, B**). 

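In the 10 libraries of set 1, 14292 genes passed the filter on low counts, of which 9885 had an exon of another gene on the opposite strand, 4334 had none and 73 were not in the annotation used. The common dispersion was 0.274, a biological coefficient of variation of 0.52. The first principal component of log2 CPM held 36.6% of the variance. It placed the third AT library (AT3) at 176.1 and the other libraries between -53.2 and 5.6. The mean correlation of AT3 with the other libraries, across genes, was 0.809, against 0.873 to 0.905 for the rest of set 1. In AT3, 74.05% of reads were assigned to no gene, against 83.13% to 86.99% in the rest of set 1. The second component held 17.1% of the variance and did not separate the 4 groups, with SC at -25.9 and 60, ST at 6.2 and 52.2, AC from -45 to 9.5 and AT from -78 to 44. TMM factors lay between 0.6025 (AT3) and 1.3773 (AL2), and with them the median log2 fold change of all genes in AT vs AC was -0.103. Scaling by library size alone moved that median to -0.693.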

In total, 195 DEGs were observed among the groups (**Figure 4A**), whereas only limited DEGs (10 upregulated, 28 downregulated) were recorded in the acalabrutinib allo-treated vs allo-control group (**Figure 4B**). 

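No gene met both DEG criteria in AT vs AC (3 against 3 libraries). The smallest adjusted p was 0.521 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 and the same fold threshold, 578 genes were higher and 525 lower in AT. The numbers of DEGs were also 0 in AC vs SC, ST vs SC and AT vs ST, with smallest adjusted p-values of 1, 1 and 0.64. The unadjusted counts were 241 higher and 73 lower in AC vs SC, 80 higher and 103 lower in ST vs SC, and 335 higher and 733 lower in AT vs ST. The union of the 4 comparisons held 0 DEGs, and 2050 genes at the unadjusted threshold. The difference between the acalabrutinib effects in allogeneic and syngeneic recipients, tested as an interaction, gave 0 DEGs, with 344 genes higher and 428 lower at the unadjusted threshold. Of the alternatives with an adjusted p, DESeq2's Wald test moved AT vs AC the most, to 119 higher and 2 lower genes, and without AT3, an alternative chosen after the data were seen, it gave 0. On the counts simulated for AT vs AC, 44 of the 199 calls of DESeq2 were false.
Of the 23 genes that the paper names, 8 passed the filter on low counts (Krt6a, Krt6b, Krt16, Krt17, Krt25, Krt27, Krt71 and Tec). The paper chose several of these genes from its own comparisons of the 16 libraries and does not state which libraries entered each. A count over this list is therefore not taken as independent evidence. In AT vs AC, 0 of the 8 had an adjusted p under 0.05 when adjusted over the list alone (smallest 0.305), and 0 when adjusted over all genes. In AC vs SC, 4 of the 8 passed when adjusted over the list alone (smallest 0.0134), and in ST vs SC 3 of the 8 did (smallest 0.0146). These were Krt25, Krt27 and Krt71 in both comparisons, and Krt16 in AC vs SC. They rest on SC2, since SC1 had 0 counts of the former 3 and 6 counts of Krt16 against 89 in SC2. Without SC2 the SC group has 1 library, and its comparisons were not called. In AT vs ST and in the interaction 0 did (smallest 0.242 and 0.866). Adjusted over all genes, 0 passed in each of these comparisons.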

The analysis of the chosen DEGs by Reactome aimed to identify the primary regulatory signaling pathway in mice treated with acalabrutinib. 

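The keratin genes were examined as a family, since no Reactome gene set was used here. Among the 525 genes lower in AT than in AC at an unadjusted p under 0.05 and at least a log2 fold change of 1, 0 were keratins, with 24 keratin genes tested and 0.88 expected (one-sided Fisher's exact test, p = 1). The medians given for sets are on the log2 CPM scale of voom, which adds an offset to counts of 0, and are smaller in size than edgeR's fold changes for genes with few counts. In the camera set test with a preset correlation of 0.01, the 24 keratins were lower in AT (median log2 fold change -0.94, adjusted p = 0.0075 over 14 sets, Benjamini-Hochberg). Without the second AT library (AT2) the adjusted p of these 24 genes was 0.385. In the fits without SC1, ST1 or ST2, 36 keratins passed the filter, and for this larger family the adjusted p was 0.0841, 0.0916 and 0.0918. Over all alternatives, with 11 to 51 keratins depending on the setting, it ranged from 4.17e-05 to 0.834. The epidermal keratins were also lower (5 genes, median log2 fold change -0.95, adjusted p = 0.0162; 0.385 without AT2, and 0.000779 to 0.834 over the alternatives). A fit of only genes without an exon on the opposite strand, chosen after values were seen, held 13 keratins and 3 epidermal keratins. The adjusted p of each set in camera was then 0.186. The 4 inner root sheath keratins that passed the filter had a median log2 fold change of -0.98 and an adjusted p of 0.949. The keratins Krt25, Krt27 and Krt71, tested together, had a median log2 fold change of -1.05 on that scale and an adjusted p of 0.949. Of the 14 sets, 2 had an adjusted p under 0.05 with camera, and 0 did with fry or with camera at an estimated correlation.
Single keratins were lower in AT than in AC, and none passed the threshold. The standard errors given with edgeR's fold changes were computed back from the test statistic. They therefore restate the test and are not a separate measure of spread. The log2 fold change of Krt71 was -5.29 (standard error 3.20, adjusted p = 0.642), that of Krt27 was -4.89 (standard error 3.13, adjusted p = 0.655) and that of Krt25 was -2.17 (standard error 1.73, adjusted p = 0.714), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All AT counts of Krt27 and Krt71 were 0, so these fitted values depend on the prior count and are not bounds. Without the first AT library (AT1), the only AT library with Krt25 reads, the fitted log2 fold change of Krt25 was -5.32 (adjusted p = 0.421, with a range over the alternatives of 0.421 to 1), and with 0 counts in the remaining AT libraries this value depends on the prior count as well. Of the other keratins that the paper names, Krt6a had a log2 fold change of -1.49 (standard error 0.75) and Krt6b one of -1.96 (standard error 1.31), and both have an exon of another gene on the opposite strand. Krt16 and Krt17 had log2 fold changes of -0.42 (standard errors 1.19 and 0.56). Their adjusted p-values in the same test were 0.593, 0.664, 0.933 and 0.825.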

The top signaling pathways were listed based on the -log (p-value) score, and among them, the keratinization pathway was impacted the most by acalabrutinib treatment, with downregulated genes including Krt25​, Krt27, Krt71​, Krt73 (**Figures 4C, E**). The downregulated keratins are hair follicle-specific epithelial keratins type I (Krt25, Krt27) and type II (Krt71, Krt73), specifically expressed in hair follicle inner root sheath (IRS) (16, 17). 

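In GRCm39 (GENCODE annotation), the type I genes lie on chromosome 11, Krt25 (ENSMUSG00000035831) from 99206342 to 99213777 and Krt27 (ENSMUSG00000017588) from 99236391 to 99241930, both on the minus strand. The type II genes lie on chromosome 15, Krt71 (ENSMUSG00000051879) from 101642384 to 101651544 and Krt73 (ENSMUSG00000063661) from 101701743 to 101710802, both also on the minus strand. None of the 4 genes has an exon overlapped by an exon on the opposite strand. Genes of this kind with an FPKM of at least 50 in AL1 had a median of 0.209% of the count computed from their FPKM, so low counts and counts of 0 do not exclude expression of the 4 genes.
In AL1, AL2 and AL3, the counts of Krt25 were 4, 10 and 1, those of Krt27 were 0, 12 and 0, and those of Krt71 were 0, 16 and 0. In AT1, AT2 and AT3, Krt25 had 2, 0 and 0 counts, and Krt27 and Krt71 had 0 in each. Krt73 had 0 counts in all 6 of these libraries, so no difference was detectable from these counts. All reads of Krt27 and Krt71 in AC of set 1, and 66.7% of those of Krt25, came from AL2. Against the 3 counts that a total of 0 allows, Krt27 was 3.9-fold lower and Krt71 5.2-fold lower in AT relative to library totals. With TMM-scaled totals they were 2.54-fold and 3.39-fold lower. These folds take the AC counts without error, so smaller folds are not excluded. Without AL2, both genes had 0 counts in AC and AT and no fold can be given. The ratio of Krt25 in AT to AC was 0.137 (exact 95% interval 0.0152 to 0.588), 0.21 with TMM-scaled totals (0.0233 to 0.903) and 0.282 without AL2 (0.0268 to 1.72). The 4 genes together came to 2.99 ± 4.28 CPM in AC and 0.15 ± 0.25 CPM in AT (SD, n = 3 and 3), a difference within the spread between libraries (exact permutation test on log2(CPM + 1), two-sided, p = 0.2, with 0.1 the smallest p that 3 against 3 allow). With TMM-scaled totals they came to 2.26 ± 3.06 and 0.14 ± 0.24 CPM (p = 0.2 in the same exact test).
The SC libraries differed from each other. SC2 had 307 counts of Krt25, 354 of Krt27, 469 of Krt71 and 89 of Krt73, and SC1 had 0 of each. The ST libraries had 1 and 2 counts of Krt25, 8 and 1 of Krt27, 3 and 0 of Krt71, and 0 of Krt73. In AC vs SC, the log2 fold changes of Krt25, Krt27 and Krt71 were -4.55, -5.13 and -5.14 (standard errors 1.29, 1.54 and 1.56; adjusted p = 1 for each in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without SC2 the fitted values were 5.22, 4.79 and 5.19, but SC1, the library left, has 0 counts of each gene, which sets their sign and makes their size depend on the prior count. In ST vs SC they were -6.44, -5.28 and -7.14 (standard errors 1.74, 1.82 and 2.12; adjusted p = 1 for each in the same test), and 3.39, 4.65 and 3.16 without SC2, with the same limit. In set 2, AC4 had 44 counts of Krt25, 36 of Krt27, 80 of Krt71 and 9 of Krt73, while AC1 had 7, 1, 1 and 0 and AC3 had 0 of each.

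**Figure D1:**
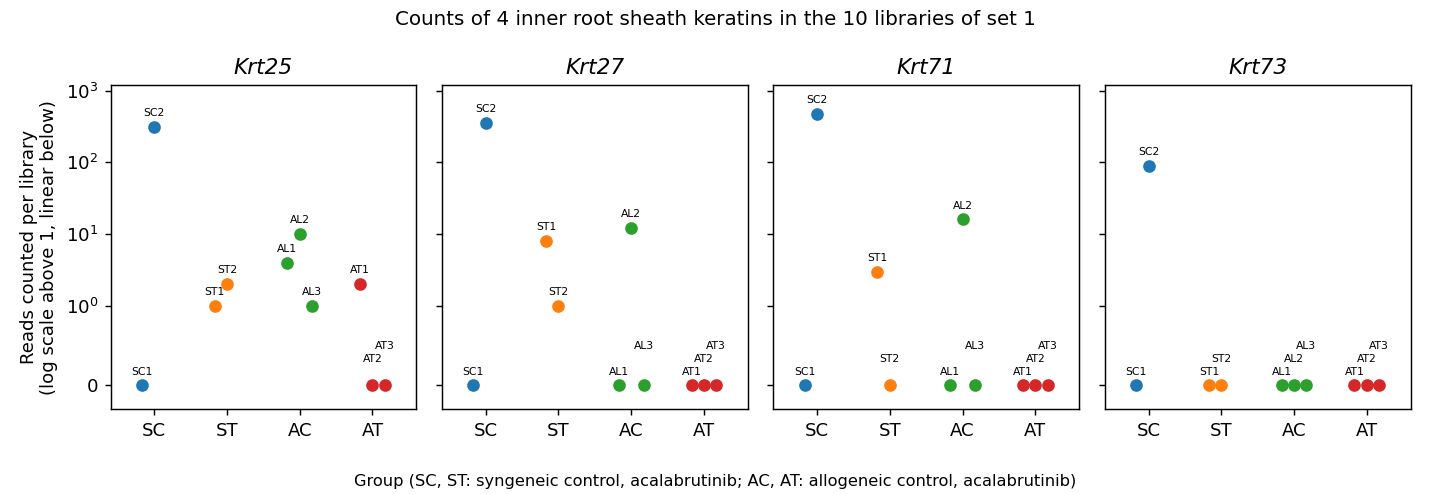
Reads counted on Krt25, Krt27, Krt71 and Krt73 in each of the 10 libraries of set 1 (vertical axis, log scale above 1 and linear below), by group (horizontal axis). Each point is 1 library, labelled by its code. SC2 has the highest count of each gene (307, 354, 469 and 89), AL2 has the highest among the allogeneic libraries for Krt25, Krt27 and Krt71 (10, 12 and 16), and the AT libraries lie at 0 apart from 2 reads of Krt25 in AT1.

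In the paper, the DEGs were analysed with Reactome and the pathways were ranked by their p-values (Fig. 4E). From this ranking and from the downregulated keratins in Fig. 4C, the paper states that keratinization was the pathway most affected by acalabrutinib. It places these keratins in the inner root sheath, turns to cytokeratin staining of the skin (Fig. 5), and proposes that acalabrutinib may interrupt signals between keratinocytes and fibroblasts.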

Next, we want to determine the expression of cytokeratins in the skin of allogeneic recipients. Immunofluorescence analysis of pan-cytokeratin (a marker of type I and type II keratins) in the skin showed over-expression of cytokeratin in allogeneic control-treated recipients in the epidermal and IRS regions and was significantly reduced in the allogeneic acalabrtuinib treated group, with an expression level comparable to the syngeneic group (**Figures 5A, B**).

**Figure 4:**
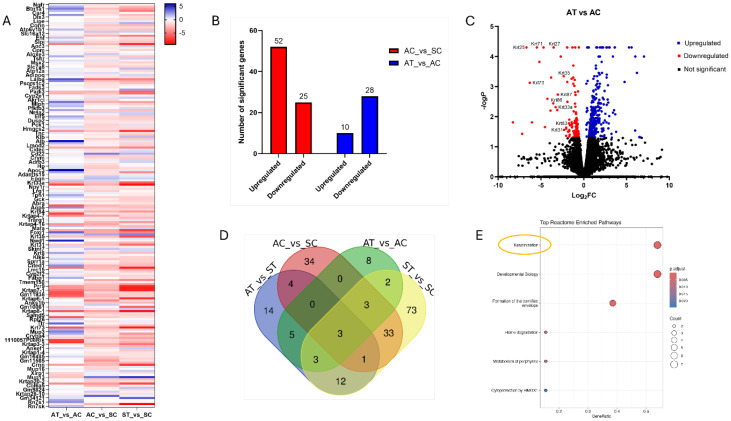
Transcriptomic analysis of cGVHD by RNA-seq analysis of skin samples after transplant. **(A)** Heat map of gene expression profiles in different groups. **(B)** Differential gene counts between different groups. **(C)** Volcano plots. **(D)** Venn diagram of differential gene counts. **(E)** Pathway analysis based on DEG’s from different groups.

**Figure 5:**
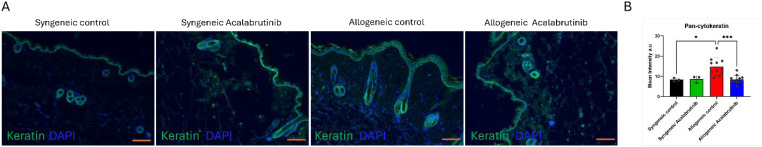
Cytokeratin expression in cGVHD skin is reduced by acalabrutinib treatment **(A, B)** Representative images and quantification of pan-cytokeratin staining of skin after transplant. Scale bar: 150 μm. Data were expressed as mean ± SD. *P = 0.01–0.05, ***P = 0.0001–0.001, ****P < 0.0001.

## 4 Discussion

The pathophysiology of cGVHD is complex and not well understood, resulting in the lack of effective therapies. This, despite recent advances in the management of cGVHD, remains an unmet need and a major cause of morbidity and mortality after allo-HSCT (3). In cGVHD, cutaneous manifestations lead to alterations in essential barrier functions and infections, reflecting a spectrum of epidermal and dermal changes (18). cGVHD development involves both B and T cells. Cell functions are regulated in part by TEC kinases, including BTK and ITK. In recent years, growing evidence in animal and human studies has demonstrated the prominent role of B cells in the development of cGVHD, other than T-cells (3). It has been shown that recipients given splenocytes with ITK deficiency or lacking functional BTK do not develop cGVHD after allo-BMT, indicating the importance of BTK or ITK in cGVHD development (6). Several studies reported that BTK and ITK are potential therapeutic targets that can be inhibited by Ibrutinib and Tec kinase inhibitors and displayed beneficial effects in several acute and chronic GVHD preclinical models (6, 13, 19). Moreover, BTK is also expressed in other cell types of the hematopoietic lineage including dendritic cells (DCs), mast cells, and macrophages suggesting the inhibition of BTK and its downstream effectors can be beneficial in treating cGVHD leveraging other pathways beyond BCR signaling in B cells. Here, we show that BTK inhibition with second generation inhibitor Acalabrutinib reduced the pathogenesis and clinical manifestations in our murine model of sclerodermatous GVHD by affecting mast cells.

cGVHD can affect many organs and systems and the underlying mechanisms include allo-antigen specific donor T cell activation, loss of regulatory cell populations, disruption to B cell homeostasis and fibrosis (18, 20) Although skin is the most affected site in cGVHD very few studies have focused on understanding the mechanisms of pathogenic fibrosis in cGVHD. The major hallmark of sclerodermatous cGVHD is characterized by skin fibrosis associated with thickening of collagen bundles throughout the dermal regions. During the progression of cGVHD, activated macrophages produce TGF-β, which drives the differentiation of fibroblasts into myofibroblasts that promote collagen deposition in the skin (18). In our study, we found that inhibition of BTK significantly reduces the dermal collagen deposition that could be associated with mast cell-mediated proliferation of fibroblasts. Earlier, we reported that mast cells act as mediators of fibrosis and effector cell recruitment in this sclerodermatous cGVHD model. Mast cells are one of the key sources of fibroblast growth factor that induces proliferation in fibroblasts and leads to collagen deposition, and mast cell-deficient mice showed a reduction in skin pathology, dermal thickness, and fibrosis after allo-transplant (11) It has been shown, that murine mast cells with genetic BTK deficiency showed reduced production of proinflammatory cytokines such as IL-12, TNF-α, and IL-6 revealing the involvement of BTK in mast cells in GVHD (21). In this study, acalabrutinib treatment reduces mast cell numbers and mast cell-mediated chemokine production, suggesting that BTK inhibition by acalabrutinib primarily affects mast cell functions along with B cells, which could prevent or delay the onset of disease. Mast cell activation by cytokinergic IgE may be generated by local germinal center reactions in the target organs, which could initiate a positive feedback loop mechanism between mast cells and B cells that induces the production of cytokines (22).

The production of autoantibodies by donor B cells within the germinal center of lymphoid organs initiates tissue inflammation and GVHD development. In cGVHD, B cells also function as antigen presenting cells that induce the expansion of pathogenic CD4^+^ T cells (23). We found that acalabrutinib was able to reduce the B cells expression in skin of allo-recipients suggesting the efficacy of BTK inhibition. These results were correlated with previous findings demonstrating that Ibrutinib, a specific BTK/ITK inhibitor reduces pulmonary B cell infiltration in cGVHD murine model (6), both showing decreased cGVHD development cGVHD pathogenesis.

The spatial and temporal transcriptional signatures associated with cutaneous GVHD development related to inflammation, apoptosis, effector cell recruitment and activation and tissue repair in rodent models associated with *in situ* morphological alterations (24, 25). However, correlating the available knowledge into a framework describing the cutaneous GVHD progression and identifying targetable pathways remains challenging. In our study, we found that impaired control of keratin expression in the epidermis and inner root sheath in the allogeneic recipients along with a significant increase in epidermal thickness might be due to dysregulated epithelial cell proliferation and altered terminal differentiation. Increasing evidence supports the epidermis’s major role in promoting dermal fibrosis (26–28). Looking at epithelial cells during tissue repair, activated keratinocytes in the epidermis promote fibroblast activation and collagen deposition leading to fibrosis in systemic sclerosis (29, 30). In dermal chronic GVHD samples, the epidermis showed elevated expressions of KT6A/B, K16, K17 levels which can lead to hyperproliferation, aberrant innate immunity activation and delayed wound healing. Inflammatory keratinocyte reprograming promotes feed-forward loop of enhanced inflammation, leukocyte infiltration and activation in cutaneous GVHD (31). Acalabrutinib reduced the elevated keratin expression in allogeneic recipients, suggesting that it may interrupt keratinocyte-fibroblast crosstalk, potentially through mast-cell mediated pro-fibrotic signaling which needs deeper understanding and allows us to develop future research directions in sclerodermatous cGVHD. In summary, our study demonstrates that specific inhibition of BTK with second generation inhibitor acalabrutinib reduces cGVHD of the skin via its effects on mast cells, B cells and tissue stroma. Further clinical studies are warranted to explore the potential of this selective BTK inhibitor in the management of clinical cGVHD.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE310029.

How the deposited data were processed for this re-analysis (not part of the article)

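Skin RNA-seq libraries of syngeneic and allogeneic BALB/cJ recipients treated with acalabrutinib or vehicle were analysed from the values that the authors deposited. The authors extracted RNA from whole skin, enriched poly(A) RNA, sequenced it on an Illumina NovaSeq and aligned the reads to GRCm39 with HISAT2. The deposited counts are whole reads per gene and library, without normalization, in 56937 genes per library. The tool, feature type and strand setting of this counting are not named in the paper's text, and its closing categories are those of htseq-count. The authors also deposited FPKM values per gene from Cufflinks, in 2 tables, one for each set of libraries. The paper's comparisons were made by the authors with Cuffdiff, at a minimum fold and a q-value, and Cuffdiff was not run here because it needs the alignments.

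Conditions were taken from the sample labels and from the key in the paper's methods. Set 1 (lane 1) held 10 libraries and set 2 (lane 3) held 6. The code AL of 3 libraries in set 1 is not in the paper's key, and these were taken as allogeneic control because their treatment is given as vehicle. For 3 libraries of set 2 (AC2, AC5 and AC6) the title and the treatment disagree. They were left out of the comparisons between conditions, and set 2 was compared by its treatment labels only as a separate result. With the set as a term, set 2 adds no information on acalabrutinib unless those labels are used. Comparisons between conditions therefore rest on set 1, with 2 SC, 2 ST, 3 AC and 3 AT libraries.

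Reads counted on genes came to 3934303 to 8096335 per library, with a median of 6165468.5 over the 16 libraries, or 2.78% to 4.24% of the reads in the tables. Reads assigned to no gene (74.05% to 86.99%), and ambiguous, unaligned, low-quality and multiply aligned reads, were left out of library sizes and tests. Gene identifiers were matched to GENCODE release 39 of the mouse annotation on GRCm39, which matched 56320 genes and left 617 unmatched. This release is later than the annotation the authors used. It was used for gene names, coordinates and overlaps of exons, and 17892 genes had an exon overlapped by an exon of a gene on the opposite strand. A count of 0 was read as up to 3 counts, which is 0.37 to 0.76 CPM at these depths, and intervals on ratios of counts are exact 95% intervals. Fold bounds set the control count, taken without error, against those 3 counts, so a smaller fold is not excluded.

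FPKM values were checked against the counts before use. Between the first columns of the 2 tables, the rank correlation across genes was 0.971, and between AL1 and the other 14 columns it was 0.547 to 0.773, while the counts of the same libraries gave 0.709 to 0.884. Genes that were high in both first columns were often listed under 1 in other columns. The FPKM values were therefore used only in the first columns, to check the strand of the counts, and the alternatives with limma on log2(FPKM + pseudocount) were not run.

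Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by glmQLFit and glmQLFTest, after TMM normalization and filterByExpr by condition, in one model of the 4 groups of set 1 without further covariates. The 4 comparisons of the paper and the interaction between transplant and treatment were tested as contrasts, with Benjamini-Hochberg adjustment over 14292 genes. A DEG had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, as in the paper's criteria. Set 2 was fitted in the same way on 13459 genes. Standard errors of edgeR's fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic, so they restate the test. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with at least 3 genes per set, and with fry and an estimated correlation as alternatives. The sets were the keratin family, the late cornified envelope and Sprr family, and lists of adipose, anagen follicle, collagen and matrix, epidermal keratin, follicle stem cell, inner root sheath keratin, interferon response, mast cell and skeletal muscle genes, with the keratins of the paper's text, of its Fig. 4C and of its discussion. The median log2 fold changes of sets are those of the voom values (log2 CPM with an offset), not of edgeR. Summed CPM of lists, relative to library totals, were compared on the scale log2(CPM + 1) with exact two-sided permutation tests, in which the smallest p for 3 against 3 libraries is 0.1. Correlations across libraries, on the same scale, used two-sided permutation tests with 100000 resamples, and exact ones with fewer than 10 libraries. Families among the lower genes were tested with a one-sided Fisher's exact test. Simulated counts with 200 genes changed by 2 or 3 on the log2 scale, drawn from those at or above the median expression, were used to test each model before it was run. Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for summaries and the plot of keratin counts.

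The genes named are every gene that the paper names, then up to 5 rising and 5 falling genes per comparison among those past the DEG threshold, and members of a list beside its summary. No gene passed that threshold, so the second part of the rule named none. Krt8 and Krt18 were named after their values were seen, as were examples of genes with a strongly expressed gene opposite. The alternatives were DESeq2 size factors, library size alone, the DESeq2 1.42.0 Wald test, no filter beyond 1 count, at least 10 counts in every library, only the 2 groups compared, the replicate number as a block, 4 ways of adding set 2, other thresholds, each replicate left out in turn, and fry and an estimated correlation for set tests. These alternatives, the comparisons between groups and their tests across genes were set before the data were examined. Chosen after values were seen were a fit of the genes without an exon on the opposite strand, a DESeq2 fit without AT3, sums of lists and fold bounds with TMM-scaled library totals, fold bounds without the control library with the most counts, the tests of strand, of the order of the FPKM columns and of other splits of the libraries, the mammary list with its rank test, and the comparison of the liver and mammary lists with the controls. The tests of hair growth stage and of liver genes were changed after values were seen. The Reactome and Cluster Profiler analyses were not repeated, since no pathway gene sets were used here, and other experiments of the paper were not analysed here.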

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

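The test of inner root sheath keratins within set 1, the test of the whole liver list, and the mammary list with its rank test were chosen after the results they measure were seen, as were the comparison of the liver and mammary lists with the controls and the TMM scaling of summed lists. In 17 checks for a library far from the other allogeneic controls (6 libraries over the 2 sets), 5 went past the 5% level, while chance gives about 1 in 20. The 5 are not independent, since 4 of them rest on the same genes in AC4.

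AC4, an allogeneic control of set 2, stood apart from the other allogeneic controls in inner root sheath keratins, at 30.1 CPM against 0.164 to 11.2 CPM. Krt25 was at 6.89 CPM against 0 to 2.08, Krt71 at 12.5 CPM against 0 to 3.33, and Krt73 at 1.41 CPM against 0 in each of the others. Krt27 was also highest in AC4, at 5.64 CPM against 0 to 2.5, but did not stand apart at the 5% level (its gap to the next library was 0.557 of the range). The library had 6383824 reads on genes, within the range of the other controls (4057782 to 7699146), so its depth does not set it apart. AC4 also had the most hair shaft keratins (7.36 CPM against 1.48 to 6.04) and anagen follicle genes (45.1 CPM against 6.65 to 29.8), neither of which stood apart. One explanation is the hair growth stage of the follicles in the sampled skin. In the 6 libraries of set 2 the inner root sheath and hair shaft keratins ranked alike (rho = 1.0, exact permutation test, two-sided, p = 0.0028, adjusted p = 0.011 over 4 relations; r = 0.94, p = 0.0014), and without the 2 farthest libraries r was 0.95. In the 10 libraries of set 1 rho was 0.58 (permutation test, two-sided, p = 0.082, adjusted p = 0.11; r = 0.92, p = 0.0042), and without the 2 farthest libraries r was 0.26 and rho 0.18, so the relation there rests on those libraries. Growth stage therefore stays open for AC4. Litter, site of the skin sample and sequencing batch were not tested, and AC4 shares its lane with the other libraries of set 2. No difference in condition is given between AC4 and the controls AC1 and AC3.

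AC3, an allogeneic control of set 2, was highest in T cell genes, at 5.18 CPM against 1.48 to 2.71 CPM in the other allogeneic controls. The value rests on 11 counts of Cd3g, 8 of Cd2 and 2 of Cd3e, in the library with the fewest reads on genes among these controls (4057782). The list was at 2.07 ± 0.62 CPM in AC and 2.07 ± 2.09 CPM in AT of set 1 (SD, n = 3 and 3, exact permutation test, two-sided, p = 0.8), and at 1.74 ± 0.39 and 2.40 ± 1.89 CPM with TMM-scaled totals (exact p = 0.8). With so few counts, counting error and a difference in infiltrating cells were not separated, and no biological explanation was tested.

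AC6, a library of set 2 whose title and treatment disagree, had 27.7 CPM of liver genes, against at most 15.2 CPM in a control library (AC1). In AC6, Alb had 54 counts, Apoa1 27, Ttr 16, Apob 16, Apoa2 13, Cyp2e1 13, Ahsg 11 and Fgb 9, of which Ttr, Apob, Apoa2 and Ahsg have an exon of another gene on the opposite strand. Of the 14 genes of the list, 13 were counted there and 10 had more than 3 counts, with Alb highest, while Cps1 had 0 counts in every library. The skin also gives reads of 2 of the 14 in most of the other 15 libraries (Apob and Cyp2e1), and these make up most of the value in AC1 (51 and 57 counts). The 13 genes with Alb highest are consistent with RNA from liver tissue in the library of AC6, at a low level. AT3 had 10 counts of Alb and 8 of Apoa1. The liver list was at 3.59 ± 2.92 CPM in AC and 5.46 ± 4.42 CPM in AT (SD, n = 3 and 3, exact permutation test, two-sided, p = 0.7; 0.5 with TMM-scaled totals). How such RNA came into the library was not tested, and because the condition of AC6 is not settled no biological explanation was tested.

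AC6 was also highest in the mammary epithelium list, at 65.1 CPM, against at most 46.4 CPM in a control library (SC2). Most of these reads were of Epcam (351 counts), which was counted in every library, and 3 of the 8 genes of the list were counted in most of the other 15 libraries (Epcam, Cldn3 and Elf5). The milk protein gene Csn3 had 8 counts in AC6, Krt8 35 and Krt18 29, and Cldn3 and Krt8 have an exon opposite. The value of the list therefore may come from skin epithelium, and it does not set mammary epithelium in the sampled skin apart from it, since 1 milk protein gene of the list (Csn3) was counted in AC6 and Csn1s1, Csn2, Lalba and Wap had 0 counts there.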

How the results depend on the processing

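The fit of genes without an exon on the opposite strand, the DESeq2 fit without AT3, and the TMM scaling of summed lists were chosen after the results were seen. The set tests are given as camera's adjusted p (Benjamini-Hochberg over the sets of one fit) unless another method is named, and a set is said to reverse where its direction changed. Results that kept their direction and their side of the threshold number 696 of those that answer a comparison and 318 of those for single genes, over the alternatives set in advance. Of the former kind, 27 others moved, 52 reversed, 26 were stronger and 26 weaker, and of the latter 21 reversed. The 696 include results that could not change, such as counts of a family in fits where no gene was lower. That number is therefore not a measure of stability. Single genes and the smallest adjusted p-values among the genes the paper names gave 8 further stronger results, all without a filter, and 2 moved ones, both for Krt71 with 1 ST library left out. The cause was not tested for any change below, except where the fit itself has fewer genes or libraries.

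Counts of DEGs were 0 in every comparison with DESeq2 size factors, library size alone, at least 10 counts in every library, the replicate block, each way of adding set 2, no fold threshold, and genes without an exon on the opposite strand, as they were in the fits that each left out 1 library. With DESeq2's Wald test there were 121 DEGs in AT vs AC, 1 in AC vs SC, 0 in ST vs SC, 3 in AT vs ST, 1 in the interaction and 125 in the union. Of the 121, 119 were higher and 2 lower, and without AT3 the count in AT vs AC was 0. Without a filter (28585 genes) there were 61 in AT vs AC (53 higher, 8 lower), 16 in AC vs SC (4 higher, 12 lower), 15 in ST vs SC (0 higher, 15 lower), 21 in AT vs ST, 14 in the interaction, 88 in the union and 34 in set 2 by treatment label. With only the 2 groups compared in the fit, AC vs SC had 1 DEG and the union 1. At an unadjusted p with the same fold threshold, the counts were 1103, 314, 183 and 1068 in AT vs AC, AC vs SC, ST vs SC and AT vs ST, 772 in the interaction, 2050 in the union and 381 in set 2. At the same threshold the lower genes held 4 keratins in AC vs SC (one-sided Fisher's exact test, p = 6.16e-06), 6 in ST vs SC (p = 1.47e-08) and 5 in AT vs ST (p = 0.00659), and 2 late cornified envelope and Sprr genes in ST vs SC (p = 0.00381). Without a filter they held 5 keratins in AC vs SC (Fisher's exact test, p = 1.16e-11) and 5 in ST vs SC (p = 4.38e-11). Most keratin reads of SC come from SC2, and without SC2 the fitted direction of Krt25, Krt27 and Krt71 in both comparisons reversed, which follows from the 0 counts of each in SC1. In AT vs AC, the 525 lower genes at an unadjusted p, the 8 without a filter and the 2 of DESeq2's Wald test held 0 keratins, and under the other alternatives no gene was lower.

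In AT vs AC the camera tests moved as follows. As reported, the late cornified envelope and Sprr family, mast cell genes and skeletal muscle genes were higher in AT, relative to the other genes. The other sets were lower. A set that passed without reversing kept its direction. With library size alone, the sets of adipose genes (0.966), interferon response genes (0.966), skeletal muscle genes (0.966), inner root sheath keratins (0.471), and the keratins of Fig. 4C (0.49) and of the text (0.49) reversed, and collagen and matrix genes (0.0251) and mast cell genes (0.0251) passed 0.05. That scaling shifts the median of all genes in AT vs AC to -0.693, in AT vs ST to -0.61, in AC vs SC to 0.221 and in ST vs SC to 0.285. Camera tests a set against the other genes, so its directions under that scaling are relative to these shifted genes. Mast cell genes passed as higher there, while their summed CPM relative to library totals were 7.39 in AC and 7.53 in AT. These passes and reversals therefore cannot be told apart from the shift of the other genes. Without a filter, collagen and matrix genes (0.0173), follicle stem cell genes (0.0354) and the keratins of the discussion (0.0218) passed, and the interferon response (0.765) and skeletal muscle genes (0.765) reversed. With at least 10 counts in every library, collagen and matrix genes passed (0.00336), and the late cornified envelope and Sprr family (0.926) and skeletal muscle genes (0.843) reversed. With 16 libraries by treatment label and a set term, the late cornified envelope and Sprr family (0.0208) and mast cell genes (0.00348) passed as higher in AT. The keratins of Fig. 4C (0.0231) passed as lower, and adipose (0.243), collagen and matrix (0.951) and skeletal muscle genes (0.00348) reversed. Without the set term the same 3 sets passed (0.0149, 0.00207 and 0.0183) and the same 3 reversed (0.44, 0.979 and 0.00207). Among genes without an exon on the opposite strand, the keratin family (0.186) and epidermal keratins (0.186) no longer passed. With fry they were at 0.639 and 0.639 and skeletal muscle genes reversed (0.997), and with an estimated correlation they were at 0.834 and 0.834.

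In AC vs SC, the keratin family passed without a filter (5.48e-07) and with 16 libraries by treatment label and a set term (0.00228), and reversed with at least 10 counts in every library (0.0759). The late cornified envelope and Sprr family no longer passed with at least 10 counts in every library (0.963), with 16 libraries by title code and a set term (0.0579), with 16 by treatment label without it (0.467), with fry (0.686) and with an estimated correlation (0.529). Inner root sheath keratins were at 0.575 with fry and 0.288 with an estimated correlation. In ST vs SC, the keratin family passed without a filter (2.75e-07) and among genes without an exon on the opposite strand (0.0481), and reversed with at least 10 counts in every library (0.00148). The late cornified envelope and Sprr family reversed under that filter (0.972) and passed among genes without an exon on the opposite strand (0.00614). Inner root sheath keratins were at 0.473 with fry and 0.322 with an estimated correlation. In AT vs ST, the keratin family no longer passed without a filter (0.122), with 16 libraries by treatment label without a set term (0.332), among genes without an exon on the opposite strand (0.191), with fry (0.401) and with an estimated correlation (0.491). The late cornified envelope and Sprr family, at 0.997 as reported, reversed with DESeq2 size factors (0.967), library size alone (0.991), at least 10 counts in every library (0.809), 16 libraries by title code (0.89) or by treatment label with a set term (0.958), 13 libraries (0.969) and fry (0.984). Inner root sheath keratins reversed without a filter (0.827) and with fry (0.984). The log2 fold change of Krt27 in the interaction reversed with 16 libraries by treatment label, to -1.01 with a set term and -0.79 without it.

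The replicate numbers of AL and AT do not pair the libraries, since the correlations of same-numbered deviations ran from -0.117 to 0.187. With the replicate number as a block, the log2 fold change of Krt25 in AT vs ST was 0.26, and those of Krt27 and Krt71 in the interaction were -2.03 and -0.30, each with its direction reversed. In camera with that block, the late cornified envelope and Sprr family was at 0.0776 in AC vs SC and the keratin family at 0.0202 in ST vs SC. No other call changed under the block.

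Summed lists were compared between AC and AT relative to library totals, and with TMM-scaled totals the differences in mean log2(CPM + 1) of mast cell (0.57), B cell (0.07), T cell (0.14), chemokine (0.27), keratin-associated protein (0.16) and mammary epithelium genes (0.01) reversed. The other 7 lists kept their direction. The difference of every list rose with that scaling, so these reversals cannot be told apart from the common shift. Relative to library totals the differences had been -0.01 for mast cell, -0.05 for chemokine and -0.06 for keratin-associated protein genes. They had been -0.12 for B cell, -0.22 for T cell and -0.61 for mammary epithelium genes.

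Across the fits that each left out 1 library, the log2 fold changes of Krt25, Krt27 and Krt71 ran from -5.54 to 5.22, from -6.13 to 4.79 and from -6.14 to 5.19 in AC vs SC, and from -7.42 to 3.39, from -6.91 to 4.65 and from -10.34 to 3.16 in ST vs SC. The highest of these are the values without SC2, where the counts of 0 in SC1 set the sign and the prior count the size. In the interaction they ran from -5.63 to 5.24, from -9.44 to 2.11 and from -8.35 to 5.14, the lowest again being those without SC2. In AT vs ST, Krt25 ran from -3.37 to 0.46 and Krt71 from -4.04 to 0. In AT vs AC the adjusted p of the keratin family ran from 0.000354 to 0.385, that of epidermal keratins from 0.000779 to 0.385, collagen and matrix genes from 0.00538 to 0.229, the late cornified envelope and Sprr family from 0.00258 to 0.766, skeletal muscle genes from 0.0196 to 0.994, follicle stem cell genes from 0.0336 to 0.499, mast cell genes from 0.0366 to 0.994, the keratins of the discussion from 0.0366 to 0.994, adipose genes from 0.114 to 0.994, anagen follicle genes from 0.504 to 0.994, the keratins of Fig. 4C from 0.597 to 0.994, inner root sheath keratins from 0.603 to 0.994 and interferon response genes from 0.795 to 0.994. In these fits of AT vs AC, inner root sheath keratins reversed without AT2, ST1 or ST2, and the keratins of Fig. 4C without ST1 or ST2. Adipose genes reversed without AL1 or AT1, and interferon response genes without AL1, AL2 or AT1. Skeletal muscle genes reversed without AL2, AL3, AT2 or AT3, the late cornified envelope and Sprr family without AT1, and anagen follicle genes without AT2. In AC vs SC the keratin family ran from 1.06e-05 to 0.714 and the late cornified envelope and Sprr family from 0.00661 to 0.0917. In ST vs SC the keratin family ran from 0.173 to 0.906, the highest being the value without AL2, where it reversed. In AT vs ST the keratin family ran from 9.01e-05 to 0.245 and the late cornified envelope and Sprr family from 0.0263 to 1. The latter reversed there without AL1, AL3, AT1, AT3, SC1 or SC2. The highest values of the keratin family and of epidermal keratins in AT vs AC were those without AT2, and the keratin family was also above 0.05 without SC1 (0.0841), ST1 (0.0916) and ST2 (0.0918), in fits in which 36 keratins passed the filter in place of 24. In the other fits that left out 1 library, the keratin family held 24 genes, or 20 without AL2, so these ranges combine the library left out with the genes tested.

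Some alternatives gave no value. The 3 alternatives on FPKM values were not run, because the FPKM columns after the first of each table ranked genes in another order than the counts did. Krt73 failed the filter in set 1 and has no fitted fold change in these comparisons, and Krt25, Krt27 and Krt71 failed the filter of at least 10 counts in every library. The same 3 genes failed the filter in the fit without AL2, which holds all reads of Krt27 and Krt71 in AC of set 1, and in the fits of only the 2 groups compared, apart from AC vs SC. Their fold changes in AT vs AC therefore have no value without AL2, and the ranges given for them do not cover it. Krt25 also has no value in the fit of genes without an exon on the opposite strand. Where a library left out leaves SC or ST with 1 library, the comparisons of that group were not called. Low counts limit the keratin results in AT vs AC, where the highest count of any of the 4 keratins of the text in an allogeneic library of set 1 was 16. These libraries held 109903426 to 175817209 reads, of which 2.78% to 4.03% were counted on genes. In counts simulated for AT vs AC, 83% of genes changed by 3 on the log2 scale and 38% of those changed by 2 were recovered, among genes at or above the median expression. Neither smaller changes nor a library that stands apart, as AT3 does, were simulated.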

Differences from the paper's values

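The fold changes read by eye from Fig. 4C and the counts read by eye from Fig. 4B are marked as such, and each of the alternatives below was set before the data were examined unless another time is given. The paper gives 10 upregulated and 28 downregulated genes in AT vs AC, against 0 and 0 here (578 and 525 at an unadjusted p under 0.05 with the same fold threshold). None of the alternatives came within 1.5 times of either number. The nearest in kind were no filter on low counts (53 higher and 8 lower) and DESeq2's Wald test (119 higher and 2 lower), and the others with an adjusted p gave 0 and 0. For the total over the groups, the paper gives 195 DEGs against 0 here (2050 at the unadjusted threshold). DESeq2's Wald test gave 125, no filter gave 88, the fit of only the 2 groups compared gave 1, and none of the alternatives closed the gap. In AC vs SC, Fig. 4B shows about 52 upregulated and about 25 downregulated genes, read by eye, against 0 and 0 here (241 and 73 unadjusted). Without a filter there were 4 and 12, and none of the alternatives closed either gap. The paper's numbers come from Cuffdiff, and those here from tests on the deposited counts. In AL1, genes with an FPKM of at least 50 and no exon opposite had a median of 0.209% of the count computed from their FPKM. No alternative changed that counting or ran Cuffdiff, so these gaps do not decide whether the paper's genes differ.

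The log2 fold change of Krt25 in AT vs AC is about -6.7 in Fig. 4C, read by eye, against -2.17 here. The fitted value without AT1 was -5.32, nearer to the paper's. Its distance from the paper's value was under 1.73, the standard error of the value here. That standard error was computed back from the test statistic and is not a separate measure of spread. Without AT1, Krt25 has 0 counts in AT and the fitted value depends on the prior count. Against the 3 counts that a total of 0 allows, Krt25 was then 3.38-fold lower in AT relative to library totals, with the AC count taken without error. It was 1.87-fold lower with TMM-scaled totals, which were chosen after the values were seen. Of the 15 counts of Krt25 in AC, 10 were in AL2, and this fold was not computed without AL2. Under the other alternatives set before the data were examined the log2 fold change of Krt25 lay between -1.61 and -3.55 and the gap remained. For Krt27 and Krt71, Fig. 4C shows about -3.5 and -5.5, read by eye, against -4.89 and -5.29 here, and neither was counted as different. All AT counts of both genes were 0, so these fitted values depend on the prior count.

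The paper names Krt25, Krt27, Krt71 and Krt73 among the downregulated DEGs of AT vs AC. Here none of them was a DEG in that comparison under any alternative that was run. The smallest adjusted p among the genes that the paper names was 0.593, and over the alternatives it lay between 0.0956 and 1. Without a filter, Krt25, Krt27, Krt71 and Krt73 were DEGs in AC vs SC, and 3 of the genes that the paper names were in ST vs SC, in both cases lower. Krt73 had 0 counts in all AC and AT libraries of set 1. Of the other keratins that Fig. 4C shows as lower, Krt33a had 0 counts in AC and 1 in AT, Krt86 had 0 in both, and Krt31 and Krt83 had 2 and 3 counts in AC and 0 in AT. Krt35 had 10 counts in AC and 0 in AT. Against the 3 counts that 0 allows, with the AC count taken without error, it was 3.25-fold lower relative to library totals. With TMM-scaled totals it was 2.12-fold lower. Without AL2 these folds were 1.89-fold and 1.33-fold. The TMM scaling and the folds without AL2 were chosen after the values were seen. Krt87 had 9 counts in AC and 5 in AT (0.62 ± 0.56 and 0.41 ± 0.54 CPM, SD, n = 3 and 3).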

Other observations

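The tests of strand, of the order of the FPKM columns, of the splits of the libraries and of mammary genes were chosen after the results they measure were seen, as was the TMM scaling of summed lists and bounds, and the tests of hair growth stage and of liver genes were changed after values had been seen. For hair growth stage, the correlation over 16 libraries gave a more favourable outcome than the values within set 1 bore out, and was replaced by the latter. For liver genes, a test of 4 chosen genes was replaced by one of the whole list.

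Few reads of these libraries were counted on genes. In AL1, the 41 genes with an FPKM under 1 that lie opposite a gene with an FPKM of at least 50 had a median count of 52 and a highest count of 11311, against a median of 0 for the 6445 such genes with no exon opposite. In AC1 the medians were 32 (51 genes, highest 27698) and 0 (6416 genes). For example, Map3k15 had 11311 counts in AL1 at an FPKM of 0.0859, and Pdha1, opposite it, had 121 counts at an FPKM of 97.8. Ulk4 had 10001 counts and Ctnnb1, opposite it, had 62, and Wdr38 had 7586 and Rpl35 183. Genes with an FPKM of at least 50 and no exon opposite had a median of 0.209% of the count computed from their FPKM in AL1 (345 genes) and 0.195% in AC1 (446 genes). These values are consistent with reads counted on the strand opposite to the gene in a stranded library, in which case most counts on a gene with an exon opposite belong to the other gene, and counts on genes without one, Krt25, Krt27, Krt71 and Krt73 among them, may be a small remainder of their reads. For genes without an exon opposite, the counts still followed FPKM, with a Spearman correlation across genes of 0.847 in AC1. The AL1 to AC1 difference in counts followed that in FPKM with a Spearman correlation of 0.621 over 562 genes without an exon opposite and 0.32 over 2605 genes with one, and genes are not independent replicates. Library preparation and the share of reads in introns were not tested.

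The FPKM columns after the first of each table ranked genes differently from the counts of the same libraries. Of the 145 protein-coding genes without an exon opposite and with an FPKM of at least 100 in both first columns, 26 (ST1) to 56 (AC6) were listed under 1 in each of the other 14 columns. Of these, 96.9% to 100% had counts in the same library. This is consistent with rows of the table in another gene order from column to column. The median counts of these genes ran from 70 in AT2, against 108.5 for the rest of the 145 genes, to 351 in AC2, against 393. They were below those of the rest in every column but AT1 (159 against 151), so a lower yield of some of these genes was not excluded.

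In AT vs AC the number of genes at an unadjusted p under 0.05 and past the fold threshold was 1103, and 3 of the 10 splits of the 6 libraries into 3 and 3 gave at least as many, the real split included. The other 2 splits gave 1569 and 1279. In set 2 by treatment label, 6 of the 10 splits gave at least as many as the real 381 genes (293 higher, 88 lower, 0 DEGs, smallest adjusted p 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13459 genes). With 10 splits the share cannot be under 0.1, so neither comparison can be told apart from other groupings by this count of splits. In counts simulated for set 2, with 200 changed genes among 12852, edgeR recovered 80% and DESeq2 88.5% of the changed genes. Of the genes that the paper names, 5 could be tested in set 2, with log2 fold changes of 0.73 for Krt16, 0.69 for Krt6a, 0.38 for Cxcl10, 0.16 for Krt17 and 0.05 for Krt6b (adjusted p = 1 for each in the same test), and Krt6a, Krt6b and Cxcl10 have an exon opposite.

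A first hypothesis for the lower inner root sheath keratins in AT is the hair growth stage of the follicles in the sampled skin. Hair shaft keratins were at 3.84 ± 2.03 CPM in AC and 1.29 ± 0.50 CPM in AT (SD, n = 3 and 3, exact permutation test, two-sided, p = 0.1, the smallest that this design allows). Inner root sheath keratins were at 4.26 ± 6.08 and 0.51 ± 0.88 CPM (p = 0.3 in the same exact test) and anagen follicle genes at 20.2 ± 8.81 and 10.1 ± 13.6 CPM (exact p = 0.3). Epidermal keratins were at 2424 ± 906 and 985.5 ± 814 CPM (exact p = 0.2), and keratin-associated proteins at 1.29 ± 1.17 and 1.35 ± 1.72 CPM (exact p = 1.0). These sums are relative to library totals, under which the median of all genes in AT vs AC was -0.693 on the log2 scale, against -0.103 with TMM. With TMM-scaled totals the difference in mean log2(CPM + 1) went from -1.02 to -0.58 for hair shaft keratins (exact p = 0.2), from -1.24 to -1.10 for inner root sheath keratins (exact p = 0.3), from -1.60 to -1.08 for anagen follicle genes (exact p = 0.4), from -1.56 to -0.92 for epidermal keratins (exact p = 0.3) and from -0.06 to 0.16 for keratin-associated proteins (exact p = 1.0). Within set 1 the Spearman correlation of inner root sheath with hair shaft keratins was 0.58 (permutation p = 0.082, two-sided, adjusted p = 0.11 over 4 relations), and 0.18 without the 2 farthest libraries. With anagen follicle genes it was 0.72 (permutation p = 0.023, adjusted p = 0.092; r = 0.90, permutation p = 0.0014), and 0.44 without the 2 farthest (r = 0.59), with keratin-associated proteins 0.60 (permutation p = 0.072, adjusted p = 0.11; r = 0.88, permutation p = 0.0054), and 0.28 without them (r = 0.46), and with epidermal keratins 0.43 (permutation p = 0.22, adjusted p = 0.22; r = 0.24, permutation p = 0.47), and 0.59 without them (r = 0.76). Over all 16 libraries the correlation with hair shaft keratins was 0.67 (permutation p = 0.0054, adjusted p = 0.011; r = 0.91, permutation p = 6e-05), and 0.51 without the 2 farthest (r = 0.66). The hypothesis cannot be told apart from an effect on keratins as a whole, because the relation within set 1 rests on SC2 and AL2. The epidermal keratins also fell in camera (adjusted p = 0.0162). Their adjusted p was 0.385 without AT2, 0.186 among genes without an exon opposite, 0.639 with fry and 0.834 with an estimated correlation. In the 6 libraries of set 2, inner root sheath keratins had a Spearman correlation of 1.0 with hair shaft keratins and 0.94 with anagen follicle genes. It was 0.77 with keratin-associated proteins and -0.26 with epidermal keratins, but set 2 is outside AT vs AC.

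A second hypothesis is an effect of acalabrutinib that needs allogeneic disease. Krt71 had a log2 fold change of -7.14 in ST vs SC and of -5.29 in AT vs AC, the latter with 0 counts in every AT library. The former is decided by 1 syngeneic control library, and without SC2 the fitted value was 3.16, with 0 counts in SC1. The interaction for Krt71 was 1.85 (adjusted p = 0.978), for Krt25 4.26 (standard error 2.94, adjusted p = 0.812) and for Krt27 0.39 (adjusted p = 0.956), all in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard errors computed for Krt27 (1.25) and Krt71 (10.8) cannot be read as precision. The interaction is a difference of AT vs AC and ST vs SC, which share no library. The value of Krt27 is below those of both parts (3.13 and 1.82), and that of Krt71 is far above its parts (3.20 and 2.12). With 2 libraries in each syngeneic group, this hypothesis cannot be told apart from an effect in both transplants.

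Krt8 and Krt18, chosen after their values were seen, were counted in a few libraries. Krt8, which has an exon opposite, had 87 counts in SC2, 65 in AT2, 35 in AC6, 19 in AL1, 10 in AT3, 6 in AC2 and 1 in AC4, and 0 in the others. Krt18 had 154 counts in SC2, 43 in AT2, 37 in AL1, 29 in AC6, 17 in AC2, 11 in AC4 and 1 in AC5. A candidate explanation is mammary epithelium in the sampled skin, since the mice were female. Of the 8 genes of the mammary epithelium list, 1 ranked with Krt8 over the 16 libraries, Csn3 (rho = 0.95, permutation p = 1e-05, two-sided, adjusted p = 8e-05 over 8 relations; r = 0.93, permutation p = 1e-05, the smallest that the resamples can give), and without the 2 farthest libraries r was 0.91. Within set 1 rho was 0.98 (permutation p = 0.00084, adjusted p = 0.0067) and within set 2 it was 0.90 (exact permutation p = 0.033, adjusted p = 0.13 over 4 relations). The number of genes that ranked with Krt8 was limited by the counts, since Csn1s1, Csn2 and Wap were each counted in 1 library and could not pass such a test. Csn3 had 28 counts in AT2, 21 in SC2, 8 in AC6, 3 in AC2, 2 in AL1 and 1 in AT3, and 0 in the 9 libraries without Krt8 and in AC4. Csn1s1 had 8 and Csn2 13 counts, both in AT2, Lalba had 10 in SC2, 2 in AT2 and 1 each in SC1 and ST2, which had no Krt8, and Wap had 1 count in AL2. Further, 3 genes of the list (Epcam, Cldn3 and Elf5) were counted in most libraries whether or not Krt8 was. Mammary epithelium cannot be told apart from other epithelia with Krt8 and Krt18, because the milk protein genes other than Csn3 were counted in few libraries and the remaining genes of the list are also counted in skin without Krt8. The list was at 33.2 ± 4.32 CPM in AC and 22.0 ± 6.47 CPM in AT (SD, n = 3 and 3, exact permutation test, two-sided, p = 0.1), and with TMM-scaled totals at 28.1 ± 2.04 and 28.6 ± 5.61 CPM (exact p = 1.0).

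Other lists were compared between AC and AT of set 1 by summed CPM, in exact two-sided permutation tests of log2(CPM + 1) in 3 against 3 libraries. Collagen and matrix genes were at 472.2 ± 41.8 CPM in AC and 188.3 ± 90.5 CPM in AT (exact p = 0.1, the smallest that this design allows), a difference in mean log2(CPM + 1) of -1.45. With TMM-scaled totals they were at 403.9 ± 66.4 and 235.8 ± 75.1 CPM (exact p = 0.1), a difference of -0.82, and camera gave an adjusted p of 0.0649. Mast cell genes were at 7.39 ± 1.17 and 7.53 ± 2.35 CPM (exact p = 1.0), and with TMM-scaled totals at 6.39 ± 1.73 and 10.8 ± 5.39 CPM (exact p = 0.3), with an adjusted p of 0.235 in camera. B cell genes were at 0.95 ± 0.94 and 0.79 ± 0.89 CPM (exact p = 0.8). Genes of the chemokines that the paper measured as proteins were at 2.14 ± 2.13 and 1.70 ± 0.93 CPM (exact p = 1.0). With TMM-scaled totals the B cell and chemokine genes were higher in AT (differences of 0.07 and 0.27, exact p = 0.8 and 0.7). Ccl2 had 10 counts in AC, 8 of them in AL1, and 0 in AT. Against the 3 counts that 0 allows, with the AC count taken without error, it was 3.25-fold lower relative to library totals. With TMM-scaled totals it was 2.12-fold lower, and without AL1 the counts are too few for a fold. Ccl3, which has an exon opposite, went the other way, with 2 counts in AC, both in AL1, and 10 in AT, 7 of them in AT2 (0.15 ± 0.26 and 0.58 ± 0.55 CPM, SD, n = 3 and 3). Cxcl10 had 15 counts in each group, Ccl22 2 and 0, Cxcl13 2 and 1, and Ccl4 0 in both. Btk had 6 counts in AC, all in AL2, and 4 in AT, all in AT2. In camera the late cornified envelope and Sprr family had an adjusted p of 0.549, adipose genes 0.793, anagen follicle genes 0.793, follicle stem cell genes 0.124, interferon response genes 0.959, skeletal muscle genes 0.811 and the keratins of the discussion 0.186. In the other comparisons, 8 of 14 sets had an adjusted p under 0.05 with camera in AC vs SC, 9 in ST vs SC and 7 in AT vs ST, and 0 did with fry or with an estimated correlation. The keratins of the text and of Fig. 4C were the same 3 genes here (Krt25, Krt27 and Krt71). Both sets were at 0.00704 in AC vs SC and 0.00356 in ST vs SC, so those counts hold 1 result more than once. All SC reads of these 3 genes came from SC2.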
